A study of Mus musculus with 16 samples. Its data were reported in "Detection of chimeric alpha-defensin transcripts and peptides in mouse Paneth cells" (2025).

How the data were processed

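RNA was measured in Paneth cells sorted from the mouse small intestine. Paneth cells are secretory epithelial cells at the base of the intestinal crypts that release antimicrobial proteins, among them the alpha-defensins (Defa genes). Mice received a first injection of PBS (the vehicle) or DEX and, 1 h later, an injection of PBS or tumour necrosis factor (TNF). Cells were taken 3 h after the second injection. DEX is the usual abbreviation of dexamethasone, a synthetic glucocorticoid; the sources used here do not spell it out, and the glucocorticoid gene list below was chosen on that reading. The 16 libraries form 4 groups of 4, named by the first and the second injection (PBS+PBS, PBS+TNF, DEX+PBS and DEX+TNF). Groups and replicate numbers came from the sample labels.

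The deposited table holds raw read counts per Ensembl gene, 1 column per library, for 55414 genes. Per the labels, total RNA was made into stranded mRNA libraries. The methods of the study give STAR as the aligner, on the GRCm39 assembly with the GENCODE M30 annotation. They give Salmon for transcript abundances in TPM. Whether Salmon or another program made the deposited counts, how reads that match several genes were handled and whether strand was used are not stated. Counts of near-identical Defa genes, and of overlapping or antisense genes, are uncertain for that reason. Gene names, coordinates and transcripts were taken from GENCODE M39, on the same GRCm39 assembly. It held 54749 of the 55414 identifiers, and the 665 others carried 0.00519% of all counts.

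Library totals ran from 7286307 to 15832111 counts. A share of counts in a single library is given with its Wilson 95% interval, which covers counting error only, because the reads carry no molecular identifiers. Genes were kept with the filterByExpr function of edgeR, which left 11809 tested genes. Library sizes were scaled with trimmed mean of M-values (TMM) factors, and normalized CPM values use them. The scaling factors ran from 0.418 to 1.50. A model with a mean per group was fitted over all 16 libraries with the quasi-likelihood method of edgeR 4.0.16 (robust), and 5 contrasts were tested: the 4 pairwise comparisons that differ in a single injection, and the interaction, which is the TNF effect after DEX minus the TNF effect after PBS. P-values were adjusted by the Benjamini-Hochberg method within each contrast, and genes with an adjusted p under 0.05 were called. The standard error (SE) of a log2 fold change was derived as its size divided by the square root of F. On counts simulated from these libraries with 200 changed genes, the test recovered 76% of them for PBS+TNF versus PBS+PBS (11631 genes tested), 73% for DEX+PBS versus PBS+PBS (11589 genes), 75% for DEX+TNF versus PBS+TNF (11674 genes), 77% for DEX+TNF versus DEX+PBS (11642 genes) and 53.5% for the interaction (11577 genes). It called 4 to 8 other genes. These counts were drawn with equal spread in all groups. The planted changes were all at least 2-fold and many were much larger, so the recovery of smaller changes was not tested.

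Of the genes named in the text, part were chosen by a rule: for each pairwise comparison, among called genes with a mean of at least 5 CPM and no overlap between the groups, the 3 largest increases and the 3 largest decreases. The others were fixed by name: Nfkbia, Tnfaip3, Cxcl10, Tsc22d3, Fkbp5, Per1, Lyz1, Mmp7, Nr3c1 and Tnfrsf1a. The rule further named the interaction genes past the threshold, the 5 Defa genes with the most counts, and any Defa gene at 0 in all libraries. Genes named beyond it are marked as such. Results of some genes that the rule or a marker list names are not reported. Log2 fold changes of the last 4 fixed genes and of the 5 Defa genes are given as a range.

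Lists of NF-kB and TNF target genes, glucocorticoid-induced genes, interferon-induced genes, genes of the unfolded protein response, the 28 alpha-defensin genes and other Paneth cell genes were tested with camera from limma 3.58.1 on log2 CPM (prior count 2, preset inter-gene correlation 0.01), two-sided, adjusted over 30 tests. Cebpb, Tat and Zfp36 are among the glucocorticoid genes and are also induced by cytokines in many cells. Marker lists of enterocytes, goblet, stem, cycling, enteroendocrine, tuft, immune, stromal and red blood cells were summed per library as plain CPM. The level of a list in a library is the mean log2 CPM of its tested genes. The share of counts in the 28 Defa genes was compared by a two-sided exact permutation test of 4 against 4 libraries, which has 70 assignments and cannot give a p under 0.0286, adjusted over 4 comparisons. Groups, gene rule, gene lists, tests and the alternatives below were fixed before the data were examined, except 2 further lists of tuft cell and enterocyte genes, which were written after the marker sums had been seen and before their own values were.

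The alternatives were median-of-ratios and upper-quartile factors, factors computed without the Defa genes, no low-count filter, a mean of at least 5 CPM, DESeq2 1.42.0, only the libraries of the 2 groups compared, the replicate number as a block, an adjusted p under 0.01, a fold change of at least 2, the fry test or an estimated inter-gene correlation for lists, other definitions of the Defa share, and leaving out each library in turn. Splits of the libraries, the real one among them, were counted for each test across genes. All 35 were used for a pairwise comparison. For the interaction 100 assignments of all 16 labels were used, random except for the real one. Counts without any interaction were simulated 50 times, with genes drawn independently. For each Defa gene, the share of its 50-base transcript stretches found nowhere else was counted in the M39 transcripts and the Defa region of chromosome 8 (19515557 to 24225490). Analyses ran in R 4.3.3 and Python 3.11.15.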

Results

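The data were read counts of 16 libraries from sorted mouse Paneth cells, 4 per group. Totals were 11216365 to 15832111 counts in PBS+PBS, 12432905 to 13997031 in PBS+TNF, 7286307 to 15043143 in DEX+PBS and 11510691 to 13396988 in DEX+TNF. Between 13089 and 16451 genes had a count in a library. The 10 most abundant genes took 50.4% to 76.2% of the counts. DEX+TNF libraries 1 and 2 were the closest of the 24 pairs of libraries within groups, with a chi-square per degree of freedom of 9.31. The next pair had 25.2 and the highest 373. All pairs differed by more than sampling noise, and all libraries were counted as separate samples.

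The alpha-defensin genes, the subject of the study, lie on chromosome 8 (GRCm39). Defa24 had the most counts (ENSMUSG00000064213, 22224506 to 22225490, plus strand, protein-coding), with 38205756 counts over all libraries. It was followed by Defa30 (ENSMUSG00000074444, 21609255 to 21625621, plus strand) with 20403727, Defa38 with 9117650, Defa39 with 7196602 and Defa22 with 3158386. None of the 28 genes was at 0 in all libraries. These counts are uncertain, because reads can match several near-identical copies.

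The first question was whether the injections changed the share of counts in the 28 Defa genes. It was 42.6% ± 7.98 (SD, n = 4) in PBS+PBS, 41.6% ± 12.3 (SD, n = 4) in PBS+TNF, 39.7% ± 7.295 (SD, n = 4) in DEX+PBS and 40.5% ± 4.70 (SD, n = 4) in DEX+TNF. Single libraries ranged from 32.2% in PBS+TNF 4 (Wilson 95% interval 32.213% to 32.262%) to 59.3% in PBS+TNF 1 (59.229% to 59.284%), so counting error was far smaller than the spread between libraries. The difference in means was -1.04 percentage points for PBS+TNF versus PBS+PBS, -2.95 for DEX+PBS versus PBS+PBS, -1.095 for DEX+TNF versus PBS+TNF and 0.811 for DEX+TNF versus DEX+PBS. No difference was detected by the exact permutation test (p = 0.857, 0.571, 0.914 and 0.857, adjusted p = 0.914 for each). The smallest p this test allows is 0.0286, and a single difference among the 4 cannot reach an adjusted p below 0.114. The sign of each difference changed when single libraries were left out. Without PBS+PBS 4, for example, the first became 2.91 points.

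**Figure D1:**
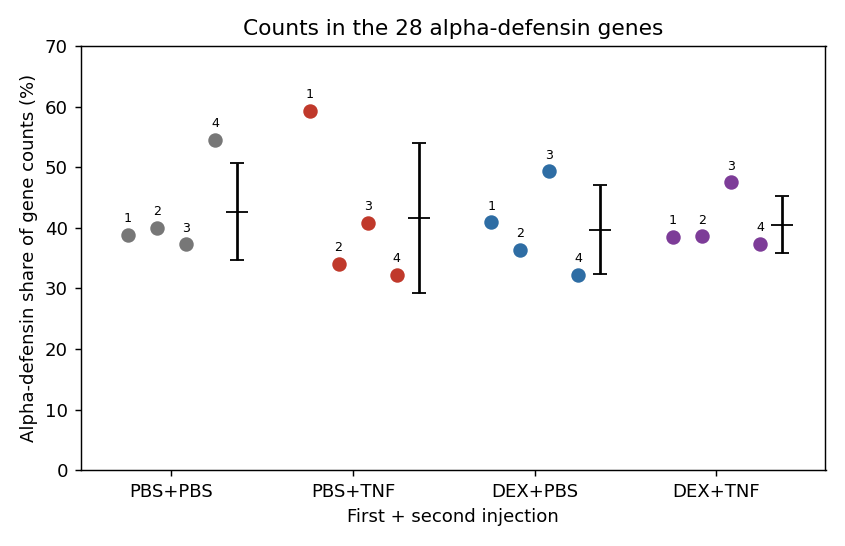
Share of gene counts (percent) in the 28 alpha-defensin genes for each library, with the replicate number above each point. The black marks give the mean and SD of each group of 4. The groups overlap, with means from 39.7% to 42.6%.

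The comparison of PBS+TNF with PBS+PBS asked how Paneth cells respond to TNF without DEX. Of 11809 genes, 1476 were called by edgeR (844 higher and 632 lower with TNF). DESeq2 called 1981. A stricter adjusted p under 0.01 left 570, the largest move of this count among the alternatives. Without PBS+PBS 1 the count was 916 and without PBS+PBS 2 it was 961. Upper-quartile factors shifted the median log2 fold change of all genes from -0.03 to -0.15 and the share of called genes that were higher from 57.2% to 46.3%.

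Icam1 (ENSMUSG00000037405, chromosome 9, 20926672 to 20940113, plus strand) rose from 0.0910 ± 0.122 CPM (SD, n = 4) to 97.3 ± 31.8 CPM (SD, n = 4). Its log2 fold change was 9.90 (SE 1.75, edgeR adjusted p = 0.00266). Cxcl10 (ENSMUSG00000034855, chromosome 5, 92494497 to 92496748, minus strand) had 2 counts over the PBS+PBS libraries and 2536 over the PBS+TNF libraries. That is a ratio of 1219 with an exact 95% counting interval of 337 to 10070, and the fitted log2 fold change was 9.81 (SE 1.78, edgeR adjusted p = 0.00292). Nos2 (ENSMUSG00000020826, chromosome 11, 78811613 to 78851080, plus strand) rose from 0.499 ± 0.463 to 280 ± 127 CPM (SD, n = 4), a log2 fold change of 8.93 (SE 1.32, edgeR adjusted p = 0.000976). Fitted changes of genes this close to 0 depend on the prior count of the model. Among the largest decreases were those of Bambi (ENSMUSG00000024232, chromosome 18, 3507871 to 3516404, plus strand, log2 fold change -3.37, SE 0.51, edgeR adjusted p = 0.000976) and Ihh (ENSMUSG00000006538, chromosome 1, 74984474 to 74990837, minus strand, -3.35, SE 0.68, adjusted p = 0.00482). These 5 genes are protein-coding, all 4 libraries of a group lay on their own side, and each call held in all 21 alternatives. Among the genes fixed by name, Nfkbia rose from 20.3 ± 3.88 to 308 ± 24.8 CPM (SD, n = 4; log2 fold change 3.92, SE 0.63, edgeR adjusted p = 0.00128) and Tnfaip3 from 4.63 ± 1.46 to 76.0 ± 12.02 CPM (SD, n = 4; 4.05, SE 0.87, adjusted p = 0.00679).

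The NF-kB, interferon and glucocorticoid lists were called upwards in the same comparison with camera. The median log2 fold change was 3.62 over 29 NF-kB genes (adjusted p = 1.684e-20), 1.90 over 34 interferon genes (4.946e-21) and 0.68 over 30 glucocorticoid genes (5.423e-05). Of the NF-kB genes 25 were called over all genes tested and 25 adjusted over the list alone. The counts were 24 and 30 for the interferon genes, and 9 and 15 for the glucocorticoid genes. Over all comparisons camera called 15 of 30 list tests and fry called 10. With the correlation between genes estimated from the residuals 4 were left: the interferon genes in PBS+TNF versus PBS+PBS, DEX+TNF versus PBS+TNF and DEX+TNF versus DEX+PBS, and the glucocorticoid genes in DEX+PBS versus PBS+PBS.

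The comparison of DEX+PBS with PBS+PBS asked what DEX changed without TNF. Sgk1 was the only gene called by edgeR (ENSMUSG00000019970, chromosome 10, 21758083 to 21875802, plus strand, protein-coding). It rose from 2.45 ± 1.11 to 32.7 ± 12.8 CPM (SD, n = 4), a log2 fold change of 3.76 (SE 0.50, edgeR adjusted p = 0.00998). The call was lost without PBS+PBS 1, 2 or 3, with an adjusted p of at most 0.0797. An unadjusted p under 0.05 was reached by 224 genes, and DESeq2 called 6. Fkbp5 changed by 2.27 (SE 0.44, edgeR adjusted p = 0.282), Tsc22d3 by 0.88 (SE 0.37, adjusted p = 1) and Per1 by 0.64 (SE 0.30, adjusted p = 1), and none was called. DESeq2 and leaving out DEX+TNF 4 each brought Fkbp5 past the threshold. The 30 glucocorticoid genes were higher as a list (median log2 fold change 0.55, camera adjusted p = 5.09e-17). Of these, 1 was called over all genes and 9 adjusted over the list alone. The interferon genes were lower (median -0.22, camera adjusted p = 0.00112), and so were 20 tested alpha-defensin genes (median -0.40, 0.00427). Neither of the last 2 calls held under fry (0.593 and 0.821) or an estimated correlation (0.353 and 0.717), and no gene of either list was called. Without PBS+PBS 4 the alpha-defensin median was 0.13 and the list was not called. It was -0.13 without DEX+PBS 1 and -0.21 without DEX+PBS 4, not called either, and -0.77 without DEX+PBS 3. The interferon median was -0.36 without PBS+PBS 1, and without PBS+PBS 3 it was -0.14 and not called.

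The comparison of DEX+TNF with PBS+TNF asked what DEX given beforehand changed in mice that received TNF. edgeR called 40 genes (26 higher and 14 lower in DEX+TNF), and DESeq2 called 243. In a fit of only these 2 groups the count was 0. It was also 0 without PBS+TNF 1, 3 or 4 or DEX+TNF 3 or 4, and 1 without PBS+TNF 2. Among the largest increases were those of Angptl4 (ENSMUSG00000002289, chromosome 17, 33992724 to 34000804, minus strand, log2 fold change 5.82, SE 1.14, edgeR adjusted p = 0.0351) and Pdk4 (ENSMUSG00000019577, chromosome 6, 5483097 to 5496339, minus strand, 4.43, SE 0.81, adjusted p = 0.0295). The largest decreases were of Gpx2 (ENSMUSG00000042808, chromosome 12, 76839107 to 76842326, minus strand, -1.80, SE 0.35, edgeR adjusted p = 0.0351), Gclc (ENSMUSG00000032350, chromosome 9, 77661797 to 77701770, plus strand, -1.72, SE 0.34, adjusted p = 0.0351) and Pstpip2 (ENSMUSG00000025429, chromosome 18, 77877585 to 77971467, plus strand, -1.59, SE 0.30, adjusted p = 0.0295). These 5 genes are protein-coding, with no overlap between the 4 libraries of each group, and each lost its call when any single library among PBS+TNF 1, 2, 3 and 4 and DEX+TNF 3 and 4 was left out. Pdk4 was at 3.95, 4.37, 26.5 and 41.3 CPM in DEX+TNF 1 to 4, against 0.193 to 1.63 CPM in PBS+TNF. Angptl4 had 22, 7, 98 and 765 counts in DEX+TNF 1 to 4, against 1 to 6 counts in the PBS+TNF libraries. Its increase thus came mostly from DEX+TNF 4 (38.15 CPM), where summed tuft and enterocyte markers were also high. The lowest DEX+TNF value, 0.566 CPM in library 2, lay close to the highest PBS+TNF value of 0.385 CPM. Tsc22d3 was higher by 2.00 (SE 0.39, edgeR adjusted p = 0.0344), and its call was lost without the same 6 libraries, among others. Fkbp5 (1.65, SE 0.43, adjusted p = 0.109) and Per1 (0.41, SE 0.30, adjusted p = 0.639) were not called by edgeR, and DESeq2 called Fkbp5 (adjusted p = 0.0132, the lowest over its alternatives, which ran to 0.346). Neither were Nfkbia (-0.66, SE 0.56, adjusted p = 0.693), Tnfaip3 (-0.38, SE 0.76, 0.892) or Cxcl10 (-1.52, SE 1.00, 0.595). Without DEX+TNF 1, 2, 3 and 4 in turn, the value was -1.03, -1.21, -0.30 and -0.32 for Nfkbia and -0.94, -0.87, 0.02 and -0.0019 for Tnfaip3. Without DEX+TNF 4 that of Fkbp5 was 1.05, and without DEX+TNF 2 that of Per1 was 0.25. As lists, the interferon genes were lower (median -0.93, camera adjusted p = 1.684e-20; 0 of the 34 higher), as were the NF-kB genes (-0.84, 6.19e-14), and the glucocorticoid genes were higher (0.43, 0.00196). The NF-kB median was -0.51 without DEX+TNF 3 or 4 and -1.32 without DEX+TNF 2, and DEX+TNF libraries 1 and 2 lay within the range of PBS+TNF in the level of that list. It was called under fry (0.0474) but not under an estimated correlation (0.146). The glucocorticoid list was called under neither (0.0563 and 0.269), and its median ran from 0.31 to 0.60 with single libraries left out. Adjusted over the list alone, 14 interferon, 1 NF-kB and 14 glucocorticoid genes were called, against 1, 0 and 5 over all genes.

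The comparison of DEX+TNF with DEX+PBS asked how the cells responded to TNF after DEX. edgeR called 40 genes (38 higher and 2 lower), and the smallest adjusted p was 0.0456. DESeq2 called 243. The count was 0 without any of the libraries other than DEX+TNF 3 and 4, 362 without DEX+TNF 3 and 230 without DEX+TNF 4. The largest increases were of Steap4 (ENSMUSG00000012428, chromosome 5, 8010260 to 8032214, plus strand, log2 fold change 7.19, SE 1.23, edgeR adjusted p = 0.0456), Tat (ENSMUSG00000001670, chromosome 8, 110717063 to 110726435, plus strand, 6.20, SE 1.10, adjusted p = 0.0456) and Ccl20 (ENSMUSG00000026166, chromosome 1, 83094487 to 83096888, plus strand, 5.17, SE 0.89, adjusted p = 0.0456). Among the decreases was that of Noct (ENSMUSG00000023087, chromosome 3, 51128616 to 51159065, plus strand, -1.20, SE 0.25, edgeR adjusted p = 0.0488). These 4 genes are protein-coding, had no overlap between the groups in normalized CPM and kept their call in 5 of their 20 or 21 alternatives. Steap4 was at 35.6, 31.3, 0.919 and 1.05 CPM in DEX+TNF 1 to 4, and Tat at 22.3, 29.1, 0.612 and 2.59. The highest DEX+PBS values were 0.255 and 0.459 CPM. Raw counts of Tat overlapped, with 6 in DEX+TNF 3 and 9 in DEX+PBS 4. The increases of these 2 genes thus came mostly from DEX+TNF 1 and 2. Nfkbia (3.03, SE 0.61) and Tnfaip3 (4.47, SE 0.90) were called at an edgeR adjusted p of 0.0456, and Cxcl10 (7.16, SE 1.61) was not (0.0807). DESeq2 and leaving out DEX+TNF 3 or 4 each brought Cxcl10 past the threshold, and its adjusted p ran from 0.00597 (without DEX+TNF 4) to 0.277 over the alternatives. Nfkbia was at 330, 382, 28.3 and 41.0 CPM in DEX+TNF 1 to 4, against 19.5 to 27.3 CPM in DEX+PBS and 277 to 337 CPM in PBS+TNF. The lists of NF-kB genes (median 2.91, camera adjusted p = 4.693e-19), interferon genes (1.06, 3.123e-17) and glucocorticoid genes (0.60, 3.635e-06) were higher, and the genes of the unfolded protein response lower (-0.24, 0.00302; not under fry or an estimated correlation). The glucocorticoid median was 0.21 without DEX+TNF 4 (adjusted p = 0.00713) and up to 0.85 (without DEX+PBS 4). The median of the unfolded protein response was -0.12 without DEX+PBS 1, and without DEX+TNF 4 it was -0.06 and not called. Adjusted over the list alone, 24 NF-kB, 13 interferon and 9 glucocorticoid genes were called, against 10, 1 and 2 over all genes.

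**Figure D2:**
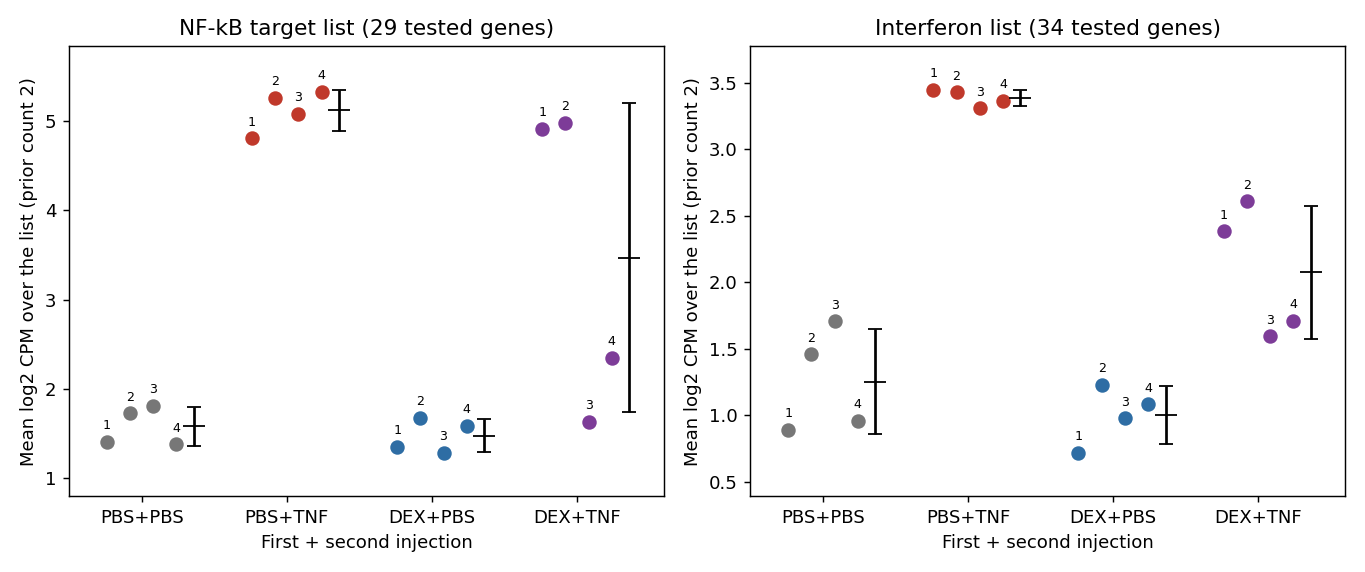
Level of the NF-kB list and of the interferon list in each library, as the mean log2 CPM over the tested genes of the list, with replicate numbers above the points and the mean and SD of each group of 4 in black. In DEX+TNF the NF-kB level is 4.91, 4.98, 1.63 and 2.35 in libraries 1 to 4, while the 4 PBS+TNF libraries lie between 4.81 and 5.33.

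The interaction tested whether the TNF response differed after DEX. edgeR called 0 genes, with 642 at an unadjusted p under 0.05 and a smallest adjusted p of 0.102. DESeq2 called 8. The interaction was -0.89 (SE 0.80) for Nfkbia, 0.42 (SE 1.13) for Tnfaip3 and -2.65 (SE 3.43) for Cxcl10, each with an edgeR adjusted p of 1. Without DEX+TNF 2, 3 and 4 in turn the value for Nfkbia was -1.45, -0.53 and -0.55. For Cxcl10 it was -5.05 without PBS+PBS 4 and -1.17 without DEX+PBS 2. For Tnfaip3 it changed sign without DEX+TNF 1 (-0.14) or 2 (-0.07). It was 0.82 and 0.80 without DEX+TNF 3 and 4, 0.24 without PBS+PBS 4, 0.68 without DEX+PBS 1 and 0.13 without DEX+PBS 3. Over the 29 NF-kB genes the median interaction was -0.67 (camera adjusted p = 4.693e-11), and 4 of the 29 values were above 0. Over the 34 interferon genes it was -0.72 (2.547e-12). No gene of either list was called. The NF-kB list was not called under fry (0.231) or an estimated correlation (0.212), and the interferon list was called under fry (0.0331) but not under an estimated correlation (0.0527). The spread within DEX+TNF entered these values. The NF-kB median was -0.41 without DEX+TNF 3, -0.39 without DEX+TNF 4 and -1.02 without DEX+TNF 2.

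Across the 11809 tested genes, which are not independent replicates, the TNF effects with and without DEX had a Pearson r of 0.679 and a Spearman rho of 0.575. These effects share no libraries. In 50 simulations with no interaction r was 0.720 (0.709 to 0.738), and 0 of 50 gave an r as low as the observed one. Over the genes called in either TNF comparison r was 0.869. Signed by the direction of the first effect, the median interaction over the 1476 genes called in PBS+TNF versus PBS+PBS was -0.74, and it was below 0 in 97.2% of them. Genes selected on the libraries compared give values below 0 without any interaction. In counts simulated with no interaction the median was -0.37 (range -0.43 to -0.32 over 50 simulations), and 75.0% of the genes were below 0. The simulations called fewer genes in the first comparison (858 to 1000 against 1476), so the selections differ. The simulation drew genes independently, so this range is narrower than that of real libraries.

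**Figure D3:**
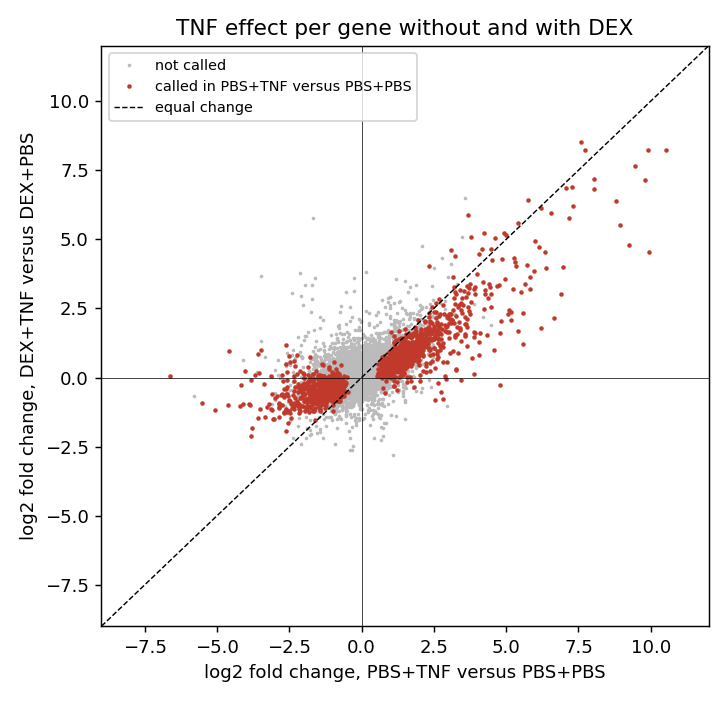
Log2 fold change of each tested gene for PBS+TNF versus PBS+PBS (horizontal axis) and for DEX+TNF versus DEX+PBS (vertical axis), with genes called in the first comparison in red and the line of equal change dashed. Most red points lie between the horizontal line at 0 and the dashed line, and r over all 11809 genes is 0.679.

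Lyz1, Mmp7, Nr3c1, Tnfrsf1a and the 5 Defa genes with the most counts were called in 0 of 45 edgeR tests over the 5 contrasts. The smallest adjusted p was 0.108, and the log2 fold changes ran from -0.68 to 0.94. In 31 of the 45 the sign changed in at least 1 alternative. Without PBS+PBS 4, Nr3c1 was called lower in PBS+TNF versus PBS+PBS (-0.82, adjusted p = 0.0218). The remaining list tests were not called with all libraries. In 5 of them the sign of the median, the mean and the test differed: the alpha-defensin genes in PBS+TNF versus PBS+PBS, DEX+TNF versus DEX+PBS and the interaction, and the unfolded protein response in DEX+PBS versus PBS+PBS and DEX+TNF versus PBS+TNF. Leaving out single libraries gave new calls by camera. Without PBS+TNF 1 the alpha-defensin genes were called lower in PBS+TNF versus PBS+PBS (median -0.89, adjusted p = 0.00424 against 0.603 with all libraries), higher in DEX+TNF versus PBS+TNF (0.66, 0.0242 against 0.515) and upwards in the interaction (0.91, 0.00018 against 0.416). In DEX+TNF versus PBS+TNF they were called lower without PBS+TNF 4 (-0.70, 0.0279). In the interaction they were also called upwards without DEX+PBS 3 (0.33, 0.0312) or DEX+TNF 4 (0.29, 0.00965). The list of other Paneth cell genes was called in no comparison with all libraries, with an adjusted p of at least 0.164. It was called lower without DEX+TNF 3 in DEX+TNF versus PBS+TNF (-0.64, 0.022), and without DEX+PBS 4 in DEX+TNF versus DEX+PBS (-0.38, 0.0102) and in the interaction (-0.50, 0.0255). The unfolded protein response was called lower in DEX+TNF versus PBS+TNF without DEX+TNF 1 or 2 (0.0376 and 0.0428) and in the interaction without PBS+PBS 2, DEX+PBS 2 or DEX+TNF 1 or 2 (0.0237 to 0.0399). The interaction of the glucocorticoid genes (median -0.21, 0.0546) was called downwards without PBS+PBS 2 or 3, PBS+TNF 1, DEX+PBS 1 or 2 or DEX+TNF 4 (0.00414 to 0.0499), and without a low-count filter (0.0313).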

Values the study reported

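The study counted 28 existing Defa genes in the mouse. In a typical experiment of the study, with 3 pooled samples of mouse Paneth cells, 85.19% of all mRNAs came from Defa genes. In that experiment 18 of the 20 most abundant transcripts were Defa genes. The study found no reads for Defa31 and Defa37. Defa24 was the most highly expressed of the genes, at 164,417 TPM. The sorted Paneth cells were described as 99.9% pure.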

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

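The list tests of the interaction were fixed before the data were examined and the tests of whether DEX+TNF 3 and 4 received TNF and of further tuft cell and enterocyte genes before their values were computed, whereas the other tests in this part were chosen after the results were seen.

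The TNF effect over the NF-kB list differed with DEX by camera (median interaction -0.67, adjusted p = 4.693e-11), as it did over the interferon list (-0.72, 2.547e-12). Chance could not be excluded for either. Of 100 assignments of the 16 labels, 6 gave as strong a test for the NF-kB list and 8 for the interferon list. A median as far from 0 for the NF-kB list was given by 67. The real assignment is 1 of the 100 and is counted in each number, and the others were random. The random assignments also mix the TNF effect itself into the groups, so they are not a pure test of no interaction. The tables argue against scaling by the few most abundant genes, which would move all genes alike. The NF-kB median minus the median interaction of all tested genes was -0.713, and -1.076 to -0.432 with single libraries left out. It was -0.450 without DEX+TNF 3, -0.432 without DEX+TNF 4 and -1.076 without DEX+TNF 2. Over the genes called with TNF, selection of genes on the libraries compared cannot be told apart. Their median of -0.7427 lay below the 50 simulations without an interaction, but these drew genes independently and called 858 to 1000 genes against 1476. The lists themselves were fixed before the data were examined. For the NF-kB list an effect of DEX on the TNF response stays open, and so does a difference between the mice of the DEX+TNF group in what reached the cells. For the interferon list the tables argue against a missed TNF injection in DEX+TNF 3 and 4 as the whole cause. DEX+TNF 1 and 2 had interferon levels of 2.38 and 2.61, below the 3.31 to 3.45 of PBS+TNF, although their NF-kB levels lay within its range. Interferon medians were also taken over the mean of the group with the same first injection and no TNF, relative to all tested genes. They were 1.186 and 1.358 in DEX+TNF 1 and 2, against 1.745 to 1.949 in single PBS+TNF libraries. In DEX+TNF 3 and 4 they were 0.522 and 0.651. With single baseline libraries left out they ran from 0.271 to 0.613 in library 3 and from 0.594 to 0.660 in library 4. An effect of DEX stays open for that list, and so does a smaller dose of TNF in several mice.

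Within DEX+TNF the libraries lay far apart. The NF-kB level was 4.91, 4.98, 1.63 and 2.35 in libraries 1 to 4, against 4.81 to 5.33 in PBS+TNF, 1.29 to 1.68 in DEX+PBS and 1.38 to 1.81 in PBS+PBS. The interferon level was 2.38, 2.61, 1.59 and 1.71, against 3.31 to 3.45 in PBS+TNF, 0.718 to 1.23 in DEX+PBS and 0.888 to 1.71 in PBS+PBS. Low depth of libraries 3 and 4 is argued against by their totals of 12977155 and 13396988 counts (the lower is 12.98 in units of 1e6), since 1 PBS+TNF library with a smaller total of 12432905 had the high level. A few genes taking most of the counts would lower all other genes alike. Relative to PBS+TNF, the median over the NF-kB list minus that over all tested genes was -3.724 in library 3 and -2.866 in library 4, against -0.192 to 0.174 in single PBS+TNF libraries. Dilution by RNA of other cells would lower the other Paneth cell genes as far as the NF-kB genes. In library 4 these lay 0.827 log2 units below the lowest PBS+TNF library and the NF-kB list 2.46, and in library 3 the Paneth cell genes lay within the PBS+TNF range. A swap of labels with DEX+PBS would need a DEX+PBS library at the level of PBS+TNF, and the highest was at 1.676.

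For library 3 a missed TNF injection cannot be told apart from a full block by DEX. For library 4 the values lay slightly in the direction of TNF. RNA of other cells may have moved them, so a missed injection is not excluded there. Genes called from the 8 PBS-first libraries alone (847 higher and 520 lower with TNF) were compared with the DEX+PBS libraries. The median log2 difference of library 3 was -0.0563 over the higher set, within the range of single DEX+PBS libraries (-0.127 to 0.141), and -0.113 over the lower set, just beyond it (-0.101 to 0.119). Library 4 had 0.187 and -0.285, beyond the range on both sets in the direction of TNF. By the criterion set beforehand library 4 counts as having received TNF. Its NF-kB level (2.35 against 1.29 to 1.68 in DEX+PBS) and interferon level (1.71 against 0.718 to 1.23) were also higher. That library may also hold RNA of other cells, and whether this moved both sets was not tested. In library 3 the interferon level (1.59) lay above DEX+PBS too, whereas the NF-kB level (1.63) lay within its range. Libraries 1 and 2 had 1.34 and 1.42 over the higher set and -0.901 and -0.916 over the lower set. Single PBS+TNF libraries, set against PBS+PBS, had 1.44 to 1.68 and -1.50 to -1.18. For both libraries a missed or partial injection, another wrong label and a response to DEX that differs between mice stay open. Sgk1, the gene called with DEX, was at 24.8, 32.4, 33.6 and 115 CPM in DEX+TNF 1 to 4, above the highest PBS-first library at 7.95 CPM.

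For 48 measures, each library was compared with the other 3 of its group, and 30 of 192 groups held a library far from the rest. Chance gives about 1 in 20, or 9.6. Many measures move together, so the flags are not independent. The summed stromal and red blood cell markers, at most 0.970 CPM, were left out.

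DEX+TNF 4 stood apart in 7 measures. Its mitochondrial share was 3.328% (0.489% to 0.938% in the other 3). Its summed markers were at 995 CPM for tuft cells (0 to 136), 998.7 for enterocytes (44.0 to 138), 2354 for stem cells (569 to 659) and 287 for cycling cells (44.5 to 53.0). Sgk1 was at 114.6 CPM (24.8 to 33.6) and Fkbp5 at 135 CPM (43.2 to 44.6). RNA of tuft cells and enterocytes is a candidate explanation of the tuft and enterocyte values. Among the markers that gave these sums were Slc5a1 at 171 CPM and Apoa1 at 131 CPM, and Slc5a1 was also found in every other library, at up to 49.7 CPM. As a test, 2 further lists of 15 genes each were written down that shared no gene with the first. Of these 30 genes, 25 were highest in DEX+TNF 4 in normalized CPM (15 of 15 tuft cell genes and 10 of 15 enterocyte genes), against 11.6% of all tested genes. Anpep, the enterocyte gene with the most counts among them, was not (230 CPM, against up to 328 in other libraries). Whether the same cells brought the Sgk1, Fkbp5 and mitochondrial values was not tested.

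The alpha-defensin share of counts was far from the rest of its group in PBS+PBS 4 (54.49%, against 37.3% to 40.0%) and DEX+TNF 3 (47.51%, against 37.3% to 38.6%). Normalized CPM of single genes followed. Defa24 was at 491500 CPM in PBS+PBS 4 and 674500 in PBS+TNF 1, and Defa30 at 291100, 344600 and 154200 in PBS+PBS 4, PBS+TNF 1 and DEX+TNF 3. In the same 3 libraries Defa38 was at 122400, 114800 and 65630, and Defa39 at 101200, 77620 and 61120. Defa22 was at 75120 in PBS+TNF 1 and Mmp7 at 14910 in PBS+PBS 4. The TMM factors of PBS+PBS 4 (0.503), PBS+TNF 1 (0.418) and DEX+TNF 3 (0.756) enlarge these CPM values. Sequencing depth cannot be told apart, since the share had a Spearman rho with the total counts of -0.332 over 16 libraries (permutation p = 0.206, adjusted 0.309, with Pearson r -0.0347, p = 0.891, and r -0.314 without the 2 farthest libraries or -0.0984 after removing group means). Fewer cells of other types in the sort would lower all their markers. Relative to counts outside the alpha-defensin genes, rho was -0.765 for goblet (permutation p = 0.00083, adjusted 0.00498), -0.685 for stem (0.00443, 0.0133) and -0.597 for cycling markers (0.017, 0.034), over 6 relations computed. It was -0.0971 for tuft (0.723, 0.723) and 0.2353 for enterocyte markers (0.377, 0.453). Pearson r was -0.734 (p = 0.00109), -0.622 (0.00954), -0.557 (0.0239), -0.0885 (0.743) and 0.0413 (0.874). Without the 2 farthest libraries r was -0.819, -0.516, -0.586, 0.0248 and 0.0768, and after removing group means -0.796, -0.657, -0.573, -0.0564 and 0.0479. The goblet value rests mostly on Muc2, which was at 408 CPM in PBS+PBS 4 against 2205 to 4825 in the rest of its group. Tff3, another goblet marker, was highest of all libraries there (1227 CPM) and highest of its group in DEX+TNF 3 (728 CPM). Both genes were picked after their values were seen. The goblet markers thus moved apart, so that their sum does not stand for the number of goblet cells. Relative to the same counts, enterocyte markers in PBS+PBS 4 were at 495.9 CPM against 196 to 203 in the rest of its group, with 12 of 13 markers highest there. Enteroendocrine markers were at 64.5 against 27.4 to 33.97, with 4 of 8 markers highest there. Most of that sum was a single gene, Sct (25.6 of 29.4 plain CPM). Stem cell markers were lower (1116 against 1460 to 2239). For that library the tables argue against fewer cells of all other types. Fewer cells of only some types stay open. In DEX+TNF 3 the explanation cannot be told apart, since its markers pointed in different directions. Its enterocyte markers (262.7 CPM) lay within the range of its group (71.6 to 1594), whose highest value is from DEX+TNF 4. Its tuft, stem and cycling markers also lay within the range. Its enteroendocrine markers lay above the rest (61.95 against 24.6 to 53.1) and its goblet markers below (3852 against 5459 to 9752). No biological explanation was tested.

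Other values far from their group were single. The mitochondrial share was 1.403% in DEX+PBS 4 (0.682% to 0.753% in the others). Enterocyte markers summed to 225.7 CPM in PBS+PBS 4 (120 to 126) and tuft markers to 59.32 CPM in PBS+PBS 3 (2.05 to 10.6). Bambi was at 236.9 CPM in DEX+PBS 3 (99.98 to 116), Ihh at 13.06 in PBS+PBS 4 (6.17 to 7.10) and Pdk4 at 6.567 in PBS+PBS 3 (1.76 to 1.89). Cxcl10 at 0.2512 CPM in PBS+PBS 4 was 2 counts against 0 in the others, and Tat at 0.4589 CPM in DEX+PBS 4 was 9 counts against 0 to 1. No explanation was tested for these.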

How the results depend on the processing

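No alternative was added after the data were seen. The genes called in PBS+TNF versus PBS+PBS (1476) stayed within 1.5 times of that number under both other normalizations, the factors without the alpha-defensin genes, both other filters, DESeq2, the block and the fit of 2 groups. An adjusted p under 0.01 gave 570. Upper-quartile factors kept 1379 of the genes and gave 1612, of which 46.3% were higher against 57.2%. With single libraries left out the count ran from 916 (without PBS+PBS 1) to 1698 (without DEX+TNF 4). It was 961 without PBS+PBS 2.

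DEX+PBS versus PBS+PBS had 1 gene, 6 with DESeq2, and 0 to 2 with single libraries left out (0 without PBS+PBS 1, 2 or 3, and 2 without DEX+TNF 4). DEX+TNF versus PBS+TNF had 40 genes, 243 with DESeq2, 0 at an adjusted p under 0.01 and 0 in the fit of 2 groups. With single libraries left out it ran from 0 (PBS+TNF 1, 3 and 4, DEX+TNF 3 and 4) to 102 (DEX+TNF 2). It was 1 without PBS+TNF 2, 23 without PBS+PBS 2, 64 without PBS+PBS 4, 26 without DEX+PBS 1 or 2 and 89 without DEX+TNF 1. DEX+TNF versus DEX+PBS had 40 genes, 243 with DESeq2, 6 without a low-count filter, 0 at an adjusted p under 0.01 and 0 in the fit of 2 groups. It ran from 0 to 362 with single libraries left out (362 without DEX+TNF 3, 230 without DEX+TNF 4, 0 without each other library). The filter changes the number of tests, and DESeq2 kept all 40 genes of both comparisons. All 40 adjusted p-values of the last comparison were close to the threshold, from 0.0456 up, so that a small change moves many of them at once. The interaction had 0 genes, 8 with DESeq2, and 0 to 1 with single libraries left out (1 without PBS+PBS 2). The other causes were not tested.

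With the replicate number as a replicate block, 1482, 1, 16, 0 and 0 genes were called in the 5 contrasts, in the order above. Same-numbered libraries did not deviate together throughout: the correlation of their deviations from the group means was over 0.1 in 12 of 24 pairs, and ran from -0.365 to 0.504. It ran from -0.148 to 0.274 for replicate 1, 0.153 to 0.412 for 2, -0.365 to 0.318 for 3 and -0.283 to 0.504 for 4. Only the number is known to link these libraries, and a shared factor for replicate 2 is not ruled out. Of the genes named, the block lost the calls of Gpx2 and Tsc22d3 in DEX+TNF versus PBS+TNF and of Steap4, Tat, Ccl20, Noct, Nfkbia and Tnfaip3 in DEX+TNF versus DEX+PBS. It lost no list call, and the glucocorticoid interaction was newly called (adjusted p = 0.0362 against 0.0546).

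Of the 30 list tests, 15 were called, 4 with an estimated correlation, 10 under fry, and 14 to 19 with single libraries left out. The median interaction over the NF-kB list stayed at -0.67 under fry (adjusted p = 0.231) and an estimated correlation (0.212), where it was not called, by the construction of these tests. It ran from -1.02 to -0.39 with single libraries left out. In DEX+PBS versus PBS+PBS the interferon call was lost without PBS+PBS 2 or 3, and the alpha-defensin call without PBS+PBS 4, DEX+PBS 1 or DEX+PBS 4. The alpha-defensin median ran from -0.77 to 0.13 over the alternatives. It was above 0 without PBS+PBS 4, where the direction of the camera test was still downwards. The call of the unfolded protein response was lost without DEX+TNF 3 or 4.

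The correlation of TNF effects (r 0.679) was 0.786 over genes with a mean of at least 5 CPM and 0.869 over genes called in either TNF comparison, which leaves out genes of small effect. It ran from 0.549 (without DEX+TNF 2) to 0.703 (without DEX+TNF 4).

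A single difference in alpha-defensin share cannot reach the threshold in this design (smallest adjusted p 0.114 by the exact permutation test), so only the direction is followed here. The alpha-defensin share of counts, DEX+TNF versus PBS+TNF, changed sign, to 2.018 points, with Lyz1 and Itln1 out of the denominator. It ran from -4.216 to 4.79 (without PBS+TNF 1) with single libraries left out. The alpha-defensin share of counts, PBS+TNF versus PBS+PBS, ran from -6.925 to 2.909 points, and was above 0 without PBS+PBS 4 (2.909), PBS+TNF 2 (1.473) or PBS+TNF 4 (2.082). The alpha-defensin share of counts, DEX+PBS versus PBS+PBS, ran from -6.142 to 1.0038 (without PBS+PBS 4). The alpha-defensin share of counts, DEX+TNF versus DEX+PBS, ran from -1.663 to 4.007, and was below 0 without DEX+PBS 2 (-0.306), DEX+PBS 4 (-1.663) or DEX+TNF 3 (-1.523). The cause was not tested. Counting error was far smaller than the spread of the share between libraries, and it limits the genes with few counts most. Whether depth moved the share in another way was left open.

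Over 50 gene and list results, nearly all of them given one by one, 846 of 1058 alternative values kept their direction and side of the threshold, 203 were no longer past it, 6 newly passed it and 3 changed sign. Direction was read from the camera test for lists, so the median above 0 is not among the 3. Those 3 were uncalled values of Tnfaip3. The log2 fold change of Tnfaip3, interaction of DEX and TNF, was below 0 without DEX+TNF 1 (-0.136) or 2 (-0.0713) and ran to 0.822 with single libraries left out. The log2 fold change of Tnfaip3, DEX+TNF versus PBS+TNF, ran from -0.936 to 0.0238 (without DEX+TNF 3) with single libraries left out. The cause was not tested. The other 72 results, none called with all libraries, are mostly given as ranges or counts. Of their 1514 alternative values, 109 changed sign and 26 passed the threshold. The choice of which values to give one by one was made after their alternatives had been computed.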

Other observations

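The counts of splits and the comparison of DEX+TNF 1 and 2 are tests whose reading was set only after the result was seen, as are those of Lyz1, Clca1, Mptx1 and Ang4, whereas the tests of the unique stretches and of Gata4 were set out before.

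For the genes called, other splits of the same libraries were counted. Read as single tests, chance was excluded at 5% for PBS+TNF versus PBS+PBS, DEX+PBS versus PBS+PBS and DEX+TNF versus DEX+PBS. There 1 of 35 splits (the real one) gave as many genes, the lowest value that 35 splits allow. No adjustment was made over the tests of this paragraph, so over all of them chance is not excluded for any single result. For PBS+TNF versus PBS+PBS the count was 1476 genes against at most 76 in other splits. For DEX+PBS versus PBS+PBS it was 1 gene against 0, and its call was lost without PBS+PBS 1, 2 or 3. For DEX+TNF versus DEX+PBS it was 40 against at most 12, but 0 genes were called in the fit of 2 groups and with the replicate block. Chance was not excluded for DEX+TNF versus PBS+TNF, where 2 of 35 splits gave as many. For the interaction 0 genes were called, so that 100 of 100 assignments of the labels had to give at least as many, and the count tests nothing. For lists called, 1 of 35 splits gave as strong a test for the NF-kB, interferon and glucocorticoid lists in PBS+TNF versus PBS+PBS, the glucocorticoid list in DEX+PBS versus PBS+PBS, the interferon list in DEX+TNF versus PBS+TNF and the NF-kB and interferon lists in DEX+TNF versus DEX+PBS. By the median of the NF-kB list in place of its test, 1 of 35 splits was as large in PBS+TNF versus PBS+PBS, but 3 of 35 were in DEX+TNF versus DEX+PBS, where chance is not excluded on that measure. Chance was not excluded for the other lists called. In DEX+PBS versus PBS+PBS 7 of 35 splits were as strong for the interferon list and 13 for the alpha-defensin list. In DEX+TNF versus PBS+TNF it was 7 for the NF-kB and 5 for the glucocorticoid list. In DEX+TNF versus DEX+PBS it was 2 for the glucocorticoid list and 13 for the unfolded protein response.

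Of the 28 alpha-defensin genes, 12 had a mean below 5 CPM. Reads shared with near-identical copies are a candidate explanation. Across the 28 genes, which are not independent replicates, the share of 50-base stretches found nowhere else had a Spearman rho of 0.7296 with the mean CPM. Its median was 5.34% for the genes below 5 CPM and 40.3% for the others. Defa5 goes against it, with 0% and 1015 CPM, and so does Defa27, with 54.3% and 2.92 CPM (both chosen after their values were seen). Low use of these genes was not tested here. In the study's experiment quoted above, nearly all of the most abundant transcripts were Defa genes. That argues against low use of all 12, although it was another experiment. Defa31 had 57 and Defa37 had 28 counts over all libraries, with 5.52% and 0% unique stretches.

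The alpha-defensin share of counts was 39.7% to 42.6% as group means. That is lower than the value quoted from the study above. The 2 differ in unit and experiment, and how shared reads were counted here is not stated. The cause of the gap was not tested.

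The share of alpha-defensin counts in Defa21 and Defa22, chosen after it was seen, ranged from 0.677% in DEX+PBS 1 to 18.2% in DEX+TNF 2. Libraries from different stretches of the small intestine could differ in this way. Gata4, a gene of the proximal small intestine, did not follow the share over 16 libraries (Spearman rho -0.1235, permutation p = 0.650, adjusted 0.650; Pearson r -0.109, p = 0.688; r -0.0989 without the 2 farthest libraries and -0.168 after removing group means; 3 relations computed). Onecut2 (rho -0.171, p = 0.529; r -0.180, p = 0.521) and Osr2 (rho 0.297, p = 0.264; r 0.299, p = 0.260) did not follow it either, with an adjusted p of 0.650 for each rho. Fabp6 and Slc10a2 had too few counts for such a relation. Fabp6, a gene of the distal small intestine, was at 17.2 normalized CPM in PBS+PBS 4, where the share was 3.49%, and at most 2.95 in the other libraries (picked after it was seen). Gata4, Onecut2 and Osr2 thus gave no sign of the explanation, but 16 libraries leave a moderate relation possible. Of 4 other genes of these cells, Clca1 fell as the share rose (11.2 to 3639 normalized CPM; rho -0.721, permutation p = 0.00219, adjusted 0.00876 over these 4; Pearson r -0.782, p = 0.0006; r -0.678 without the 2 farthest libraries and -0.810 after removing group means). For Mptx1 and Ang4 rho was -0.503 each (p = 0.0496 and 0.0494; r -0.642, p = 0.00763, and -0.533, p = 0.0346) and for Lyz1 0.488 (p = 0.0576; r 0.528, p = 0.0361), each with an adjusted p of 0.0576 for rho. Without the 2 farthest libraries r was -0.458, -0.323 and 0.546, and after removing group means -0.660, -0.518 and 0.530. These genes were not fixed as genes of a stretch of the intestine, and Clca1 is also among the goblet markers. The explanation cannot be told apart.

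DEX+TNF 1 and 2 resembled each other more than any other pair within a group. A single library deposited more than once would give a chi-square per degree of freedom near 1, and theirs was 9.306. That value does not tell whether the 2 libraries came from different mice, which was not tested.

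Summed markers of other cells ranged from 13.2 to 48.9 CPM for enteroendocrine, 25.7 to 106 CPM for immune, 1340 to 9400 CPM for goblet and 0 to 0.970 CPM for stromal and for red blood cells. For stem cells the range was 280 to 2354 CPM, for cycling cells 35.8 to 287, for enterocytes 42.5 to 999 and for tuft cells 0 to 995. Xist was found in all libraries (23.6 to 99.3 CPM), and genes of the Y chromosome had 0 to 1 counts.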
